A study of Mus musculus with 4 samples. Its data were reported in "Stress granule assembly impairs macrophage efferocytosis to aggravate allergic rhinitis in mice" (2025).

How the data were processed

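Total RNA of cultured mouse macrophages was sequenced in 4 libraries, 2 per genotype. Per the labels, genotypes were WT and KO, and the samples were numbered 1 and 2 within each. Per the study's text, the controls were mice with a floxed G3bp1 gene, and the KO were these mice crossed to a Cre recombinase under the Lyz2 promoter.

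The authors filtered the reads with Seqtk, aligned them with Hisat2 and counted fragments per gene with StringTie. They deposited these raw counts for 34745 genes with an FPKM value beside each count. The deposited counts were whole numbers and were not normalised. What FPKM was scaled by was tested on the file: for the 10564 genes with more than 20 counts in every library, the gene length implied by count and FPKM differed between libraries by at most 0.0031%. The authors' FPKM values therefore carry only the library total, and no TMM factor. The genome build is not stated. Of the gene identifiers, 34344 were also in GENCODE release M21, and 27776 of these had the same start and end on GRCm38, so positions are given on that build. Whether the counting used the strand is not stated, so overlapping and antisense genes can share counts, and 59 symbols named more than 1 gene. Counting per gene does not show which exons were covered.

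The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (minimum count 10, minimum total count 15), which left 12418 of the 17991 genes with any count. Libraries were scaled by TMM, with factors of 0.955 and 0.942 in WT and 1.11 and 0.997 in KO. Genotype was the only term of the model, and genes were tested with glmQLFit and glmQLFTest, two-sided, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 1, the limits the study's methods gave. Standard errors and 95% confidence intervals came from the quasi-likelihood F statistic and its degrees of freedom. CPM are computed on TMM-scaled library totals, and mean ± SD is over 2 libraries. Log2 ratios within a replicate number had 0.5 counts added. Folds against a genotype with at most 3 counts in each library are lower bounds computed against 3 counts.

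The 10 most abundant genes took between 16.7% and 18.5% of the counts of a library, and mitochondrial genes between 2.40% and 2.67%. Counts of every pair of libraries differed by more than sampling noise (chi-square per degree of freedom from 23.2 to 127), so no library was a copy of another. Reads carried no molecular identifiers, so floors cover counting error only. No sample was left out.

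Gene lists were tested with camera (limma 3.58.1, preset correlation 0.01), with fry and camera with an estimated correlation beside it. All 19 lists were written by hand before the data were examined, and are not the published pathway terms: 3 lists for the comparisons (endocytosis, efferocytosis and ECM receptor), the 3 SG target transcripts, 9 lists of cell type genes (stromal, endothelial, neutrophil, B cell, T and NK cell, erythroid, mast cell and basophil, dendritic and macrophage), and lists for SG proteins, interferon response, proliferation, stress response, sex and IL-10 or type 2 genes. The list named IL-10 or type 2 is mixed, as it also holds the inflammatory genes Il6, Tnf, Il1b and Nos2. Symbols were matched to the symbols of the file and then to those of GENCODE.

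Genes to be named were also fixed before the data were examined. G3bp1, G3bp2, Lrp1, Dync1h1, Igf2r, Qk, Lyz2, Il10, Mertk, Axl, Tyro3 and Timd4 were to be named always. Up to 5 genes in each direction and up to 5 of the endocytosis and ECM receptor lists were to be added from the genes called with non-overlapping libraries. As 0 genes were called, any other gene is named as one chosen after its values were seen.

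The settings varied, as fixed before the data were examined, were DESeq2 size factors, no filter, a mean CPM of at least 1, a term for the replicate number, each library left out in turn, the DESeq2 1.42.0 Wald test, the edgeR exact test with tagwise dispersion, limma with a trend on log2(FPKM + 1) for genes with at least 0.1 FPKM in at least 2 libraries, no minimum fold change, and glmTreat against a 1.5-fold change. Corrections for gene length and GC content, as loess trends of each library (span 0.5), were added after seeing the data, as was the exact test without a filter.

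The code was tested on simulated data with the real means and library sizes of the 12418 genes. A random 200 of the genes with a mean of at least 1 CPM were changed 4-fold. With no effect of the replicate number, the test recovered 198 of the 200 genes with 3 false calls. With the difference between the numbers set to the one measured, and alike in both genotypes, it recovered 0 of them. All simulations took the spread of each gene from the fit with a term for the replicate number. A simulation with no change gave 0 calls. In the list tests, a random list of 40 genes raised 2-fold had a camera p of 1.11e-79, and an unchanged one had 0.218. These lists were also drawn from genes with a mean of at least 1 CPM. The genes were simulated independently and without a difference between the numbers. The list tests were thus not tried under the difference seen in the data.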

Results

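RNA sequencing was performed on cultured mouse macrophages from 2 genotypes. G3BP1 is an RNA-binding protein that serves as the assembly scaffold of stress granules (SGs), cytoplasmic condensates of untranslated mRNA and protein that form under stress. The libraries labelled KO came from macrophages in which G3bp1 was to be deleted, and those labelled WT were their controls. Each genotype had 2 libraries, numbered 1 and 2. The total gene counts were 17004167 in WT replicate 1, 16926884 in WT replicate 2, 16724241 in KO replicate 1 and 19747909 in KO replicate 2. Between 15468 and 16031 genes had at least 1 count in a library, and 12418 genes passed the filter on low counts and were tested. A count of 0 in one of these libraries allows a level of up to 0.152 to 0.188 CPM (counts scaled to a common library total), counting error only.

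The targeted gene was examined first, as a check of the labels. G3bp1 (ENSMUSG00000018583) lies on chromosome 11 from position 55469685 to 55504838 of the GRCm38 mouse genome, on the plus strand, and its main annotated transcript has 12 exons. It had 1691 and 2875 counts in the WT libraries and 1307 and 2296 counts in those labelled KO. The normalised level was 142 ± 53.9 CPM in WT and 93.4 ± 32.9 CPM in KO (SD, n = 2 each). The log2 fold change was -0.61 (SE 0.40, 95% confidence interval -1.61 to 0.40), with an adjusted p of 0.904 in edgeR's quasi-likelihood test. Within replicate number 1 the log2 ratio of KO to WT was -0.57, and within number 2 it was -0.63. The difference was thus alike within both numbers and smaller than the spread between replicates of a genotype. Each library decided part of the pooled value: it was -1.02 without KO replicate 2, -0.95 without WT replicate 1, -0.29 without KO replicate 1 and -0.19 without WT replicate 2. The libraries labelled KO therefore kept 65.6% of the WT level of G3bp1 counts. These counts cover the whole gene and do not resolve the loss of single exons, so the labels could not be checked by this gene, and every direction given for KO against WT rests on them.

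**Figure D1:**
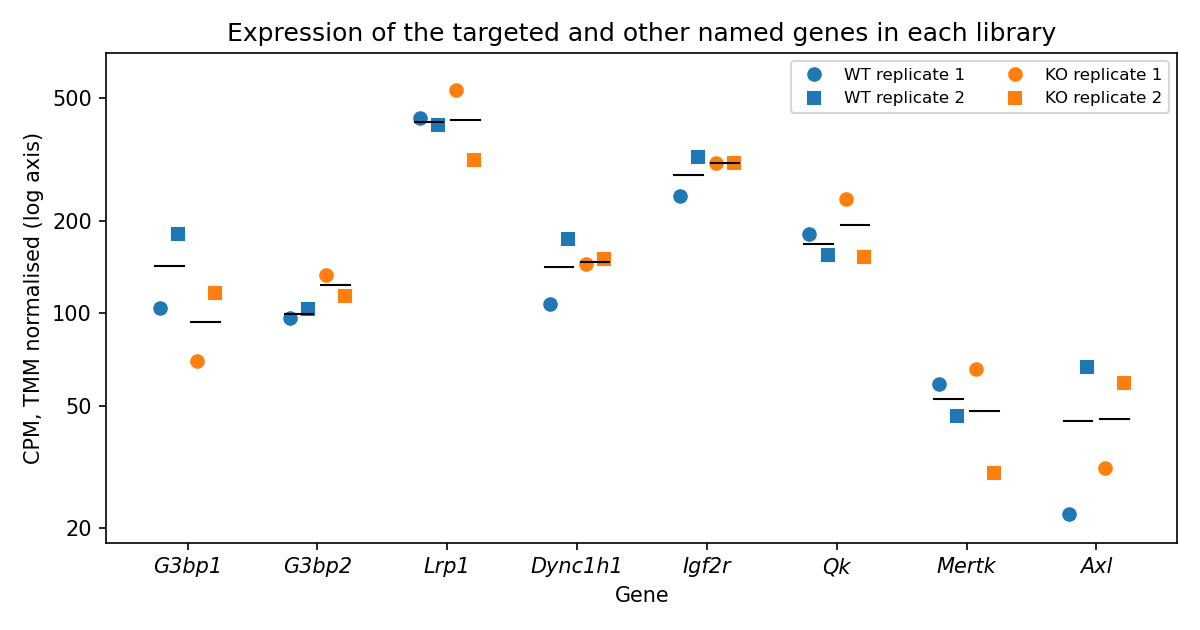
TMM-normalised expression in CPM (log axis) of 8 genes in each of the 4 libraries (blue, WT; orange, KO; circles, replicate 1; squares, replicate 2), with a line at the mean of each genotype. G3bp1 lay at 104 and 180 CPM in WT and at 70.1 and 117 CPM in KO, so that the genotypes overlapped.

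The G3bp1 paralogue G3bp2 had 99.8 ± 4.73 CPM in WT and 123 ± 13.5 CPM in KO (SD, n = 2 each), a log2 fold change of 0.31 (SE 0.23) with an edgeR adjusted p of 0.930. Its log2 ratio was 0.46 within number 1 and 0.14 within number 2, and both KO libraries lay above both WT libraries. The pooled value fell to 0.19 without KO replicate 1 and to 0.043 once a trend with gene length was removed. Lyz2, the locus that drives the Cre recombinase used for the deletion, had a log2 fold change of -0.16 (SE 0.17, edgeR adjusted p 0.962) with ratios of -0.37 and 0.062 within the numbers, and its sign turned positive with the length correction. Qk, which encodes an RNA-binding protein that the study linked to SGs, changed by 0.20 on the log2 scale (SE 0.30, edgeR adjusted p 0.967) with ratios of 0.38 and -0.025 within the numbers. Its sign turned with the length correction and, to -0.14, without KO replicate 1.

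The next comparison asked which genes differed between the libraries labelled KO and those labelled WT. At an adjusted p under 0.05 and an absolute log2 fold change over 1, edgeR's quasi-likelihood test called 0 of the 12418 genes, and it also called 0 with no minimum fold change. At an unadjusted p under 0.05 there were 823 genes, of which 576 were higher and 247 were lower in KO, where chance alone gives 621. The smallest adjusted p was 0.0863, for Pkp2. This gene was named after its values were seen. Pkp2 (chromosome 16, 16213318 to 16272712) had 1333 and 1205 counts in WT and 25 and 37 counts in KO, with log2 ratios of -5.91 within number 1 and -5.31 within number 2. Both KO libraries lay above both WT libraries for 2480 genes and below them for 2098 genes, together 36.9% of the tested genes, where chance gives 33.3%. Among the fits without a replicate term, the DESeq2 Wald test moved the number of calls most, to 181 genes, with 136 higher and 45 lower in KO. In simulated data with the measured difference between the replicate numbers, the quasi-likelihood test recovered 0 of 200 genes changed 4-fold, so its count of 0 does not measure how many genes changed.

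The libraries did not group by genotype alone. In a principal component analysis of the tested genes, the first component held 57.4% of the variance and separated the libraries numbered 1 from those numbered 2. The second held 34.3% and separated WT from KO. For this reason the ratio of KO to WT within each replicate number is given beside the pooled values in the comparisons, although each number holds a single library per genotype and gives no error of its own. The common biological coefficient of variation between replicates was 0.343.

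**Figure D2:**
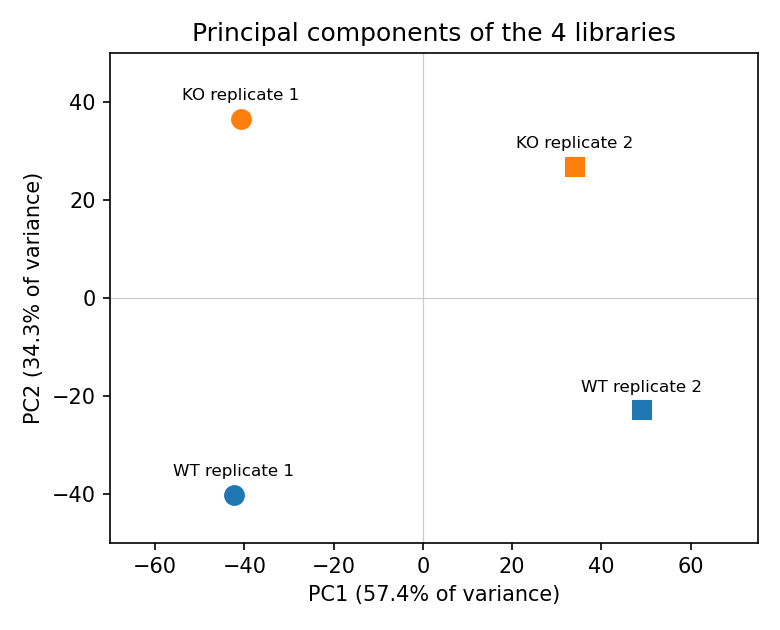
First and second principal components of log2 CPM over the tested genes for the 4 libraries (blue, WT; orange, KO; circles, replicate 1; squares, replicate 2). The replicate numbers are apart on the first component, which held 57.4% of the variance, and the genotypes on the second, which held 34.3%.

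The study named the transcripts of Lrp1, Dync1h1 and Igf2r as those shared by SG cores and G3BP1-bound RNA. LRP1 is a receptor that takes part in efferocytosis, the uptake of apoptotic cells. Lrp1 (ENSMUSG00000040249, chromosome 10, 127538161 to 127621148) had 6963 and 6523 counts in WT and 9907 and 6205 counts in KO, or 419 ± 14.1 CPM in WT and 423 ± 153 CPM in KO (SD, n = 2 each). Its log2 fold change was 0.014 (SE 0.32, 95% confidence interval -0.79 to 0.82), with an edgeR adjusted p of 0.996 over all genes and of 0.966 adjusted over the list alone. The interval leaves room for a change of either sign of up to about 0.8 on the log2 scale. The log2 ratio of KO to WT was 0.31 within number 1 and -0.38 within number 2, so the pooled value averaged ratios of opposite sign. It was -0.41 without KO replicate 1 and 0.34 without KO replicate 2. The 500 tested genes nearest to Lrp1 in length had median log2 ratios of 0.45 within number 1 and 0.026 within number 2, and a correction for the trend with gene length gave a log2 fold change of -0.32.

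Dync1h1 (ENSMUSG00000018707, chromosome 12, 110601452 to 110666945) had a log2 fold change of 0.06 (95% confidence interval -0.72 to 0.83), with log2 ratios of 0.42 within number 1 and -0.22 within number 2. Igf2r (ENSMUSG00000023830, chromosome 17, 12682406 to 12769664) had a log2 fold change of 0.13 (95% confidence interval -0.51 to 0.78), with log2 ratios of 0.36 and -0.065 within the numbers. Their edgeR adjusted p over all genes was 0.990 and 0.975, and 0.966 for both when adjusted over the list alone. Of the 3 transcripts, 0 passed the threshold either way, and 0 had an unadjusted p under 0.05. Both signs became negative once WT replicate 1 was left out, with -0.25 for Dync1h1 and -0.058 for Igf2r, and both also turned under the length correction. The median over the 3 transcripts was 0.06, with 0.36 within number 1 and -0.22 within number 2. It was -0.058 without WT replicate 1 and 0.33 without WT replicate 2.

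The endocytosis list, fixed before the data were examined, was used to ask whether endocytosis-associated expression was higher in KO. Of its 241 genes, 211 were tested. Their median log2 fold change was 0.05 (interquartile range -0.17 to 0.26), and 121 of the 211 lay above 0, where the median over all tested genes was 0.04. The list did not stand apart from the other genes (camera p 0.640, or 0.715 after Benjamini-Hochberg adjustment over 19 lists; fry p 0.316). Its median log2 ratio was 0.16 within number 1 and -0.027 within number 2, and the pooled median became -0.031 without WT replicate 1. A count of list genes among called genes was possible only under the alternative tests. The edgeR exact test called 3 of the 211 genes where 2.96 were expected (Fisher's exact test, two-sided, p 0.771). Nedd4 and Pdgfra were higher and Rab4a was lower in KO. These genes were named after their values were seen, and Pdgfra is also a member of the list of stromal cell genes examined in the closing observations.

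The efferocytosis list of 40 receptors, bridging molecules and engulfment genes addressed the same question for uptake of apoptotic cells. The 34 genes tested had a median log2 fold change of 0.04, with 19 above 0 (camera p 0.849, adjusted over 19 lists 0.896; fry p 0.389). The median log2 ratio was 0.23 within number 1 and -0.042 within number 2, and the pooled median was -0.048 without KO replicate 1 and 0.18 without KO replicate 2. In the quasi-likelihood test no gene of the list passed an adjusted p of 0.05 over all genes or adjusted over the list alone, where the smallest value was 0.161 for Gulp1, and 4 genes had an unadjusted p under 0.05. These were Gulp1 and Cx3cr1, both higher in KO, and C1qb and C1qc, both lower, named after their values were seen. Gulp1 had 1 and 3 counts in WT against 22 and 23 in KO, at least 6.24-fold higher in KO. The edgeR exact test called it (adjusted p 0.0346), as 1 of 34 genes where 0.476 were expected (Fisher's exact test, two-sided, p 0.381), and its adjusted p ran from 0.0346 to 0.768 over the fits without a replicate term. Cx3cr1 had 11 and 7 counts against 25 and 27. C1qb changed by -0.64 on the log2 scale (-0.81 and -0.48 within the numbers) and C1qc by -0.63 (-0.82 and -0.44).

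Among the receptors named in advance, Mertk had 52.6 ± 8.84 CPM in WT and 48.2 ± 25.4 CPM in KO, and Axl had 44.7 ± 31.7 CPM in WT and 45.4 ± 19.7 CPM in KO (SD, n = 2 each). Their log2 fold changes were -0.13 (SE 0.42) and 0.02 (SE 0.59), with edgeR adjusted p of 0.987 and 0.996. Within the numbers, the log2 ratios were 0.17 and -0.62 for Mertk and 0.49 and -0.18 for Axl. Timd4 had 5 and 103 counts in WT and 11 and 34 counts in KO, a log2 fold change of -1.54 (SE 1.28, edgeR adjusted p 0.943) that became 1.86 without WT replicate 2. Its log2 ratio was 0.86 within number 1 and -1.89 within number 2. The value for Mertk became 0.062 without WT replicate 1 and 0.33 without KO replicate 2, and that for Axl became -0.56 and -0.51 in the same fits. The sign for Axl also turned with DESeq2 size factors, in the DESeq2 Wald test and with the length or GC correction. Tyro3, with 6 and 4 counts in WT and 3 and 4 in KO, and Il10, with 4 and 4 counts in WT and 6 and 5 in KO, were too low to be tested. As they were not tested, a difference in Tyro3 or Il10 can be neither stated nor excluded.

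Genes of extracellular matrix (ECM) proteins and their receptors formed the last list, since the study reported ECM-receptor interaction among the functions raised in KO. Of 81 genes, 42 were tested, and 34 of them lay above 0. The median log2 fold change was 0.73 (interquartile range 0.04 to 1.72), and the list was higher in KO as a set (camera p 4.42e-14, adjusted over 19 lists 2.10e-13). The call held in fry (p 0.0349) and in camera with an estimated correlation (p 0.0398), but fry adjusted over 19 lists gave 0.0948. The median log2 ratio was 0.93 within number 1 and 0.34 within number 2, so that the direction was shared. Both KO libraries lay above both WT libraries for 20 of the 42 genes and below them for 3, where chance gives 33.3% of genes in all. Under the edgeR exact test 6 of the 42 genes were called, all higher in KO, where 0.589 were expected (Fisher's exact test, two-sided, p 2.40e-05, adjusted over 19 lists 0.000228). The list shared 5 tested genes with the list of stromal cell genes, and these had a median log2 fold change of 1.97 against 0.39 for the other 37. Of the genes called, Col1a1, Col1a2, Col6a1 and Col6a2 are shared with the stromal list, while Hspg2 and Lamb1 are not. They were named after their values were seen. Fisher's exact test was not repeated without the shared genes, so its result rests largely on them.

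**Figure D3:**
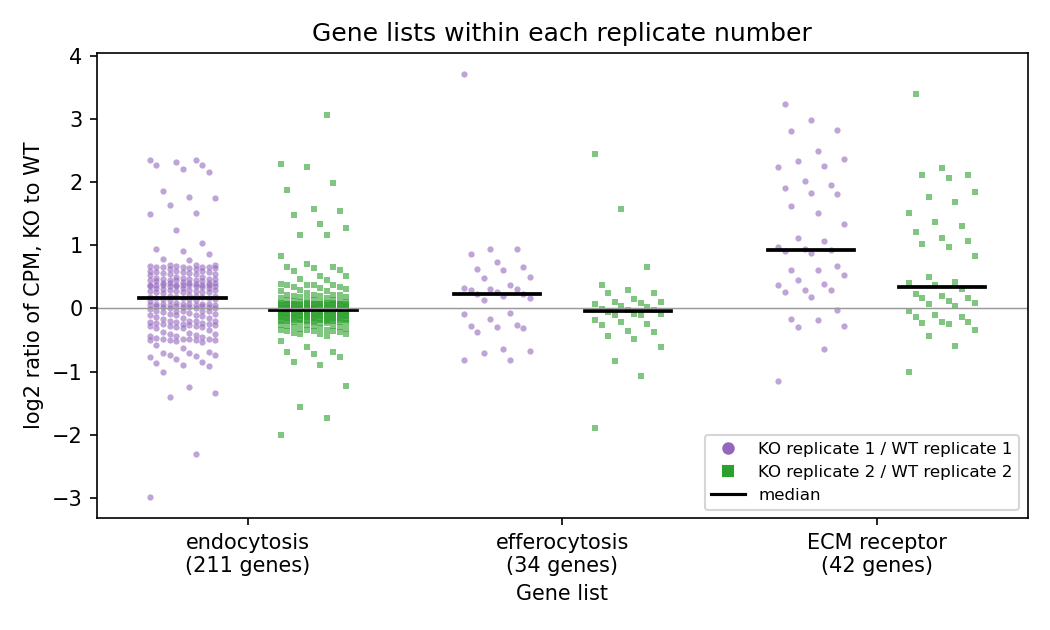
Log2 ratio of CPM in KO to WT for each tested gene of 3 lists, within replicate number 1 (purple circles) and within number 2 (green squares), with a line at the median. The medians of the endocytosis and efferocytosis lists lay at 0.16 and 0.23 within number 1 and at -0.027 and -0.042 within number 2, and those of the ECM receptor list at 0.93 and 0.34.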

Values the study reported

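The study reported 170 differentially expressed genes between the bone marrow-derived macrophages of the control and knockout mice, at a false discovery rate q under 0.05 and a fold change above 2.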

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

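The number of called genes depended on the test. The main test gave 0 genes, and so did DESeq2 size factors, no filter on low counts, a mean CPM of at least 1, limma on log2(FPKM + 1), the test against a 1.5-fold change, no minimum fold change, and the corrections for gene length or GC content without a replicate term. The edgeR exact test called 174 genes (144 higher, 30 lower) and the DESeq2 Wald test 181 (136 higher, 45 lower). The exact test without a filter, chosen after seeing the data, called 167. The cause of the difference between tests was not tested on the data themselves. At an unadjusted p under 0.05, DESeq2 size factors gave 836 genes, 65.8% of them higher in KO, against 823 and 70.0%. No test was run on the fits that left out a library, so they have no count of calls. The alternative pseudocount applied only to a file without counts and was not run.

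The labels do not say whether the replicate number marks a shared batch, and 2 pairs are too few to establish it. The deviations of same-numbered libraries from their genotype means correlated at 0.710 across genes. With the replicate block, 664 genes were called (494 higher, 170 lower), the common biological coefficient of variation fell from 0.343 to 0.169, and the 174 genes of the exact test were all among those called. The replicate block with gene length correction called 368 genes, 353 of them shared with the block alone, and the replicate block with GC correction called 470, of which 453 were shared. These corrections were chosen after seeing the data. The self-test with the measured difference between the numbers recovered 0 of 200 genes changed 4-fold without the block, 196 with it and 116 with the exact test. The count of 0 therefore says little about how many genes changed. That simulation gave both genotypes the same difference between the numbers and took its spread from the fit with the block. The 196 was thus favoured by its settings and does not test whether the block is right for these data. For G3bp1 the block gave -0.60 (edgeR adjusted p 0.0853). With the block and the length correction it gave -0.75 (adjusted p 0.0343), the only one of its alternatives with an adjusted p under 0.05, where adjusted p ran from 0.0343 to 1. It stayed under the minimum fold change, so G3bp1 was called in none of them. For Lrp1 the block gave -0.034, with the length correction -0.34, and with the GC correction -0.14. The ECM receptor list kept its call in camera with the block, but fry with the block gave a p of 0.180 at a median of 0.71. Fry with the block was chosen after seeing the data. It also changed the fry p to 0.0765 for the stromal list, 0.104 for B cell and 0.168 for erythroid, and those of the other lists under 0.05 stayed there: 0.0271 for neutrophil, 0.0147 for T and NK cell, 0.00955 for mast cell and basophil and 0.0300 for proliferation. With the block, 17 of 33 interferon genes and 5 of 10 genes of the mixed IL-10 or type 2 list were called, all lower. Gulp1 of the efferocytosis list was called with the block (adjusted p 0.000804, where its alternatives ran from 0.000804 to 0.768). The block changed no other test of the 3 lists as sets and no call of the 3 SG targets.

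The sign of the Lrp1 log2 fold change, close to 0 at 0.014, also turned with DESeq2 size factors and the DESeq2 Wald test (-0.028 each), no filter (-0.0046), the exact test without a filter (-0.0046), the length correction (-0.32) and the GC correction (-0.097). Across its alternatives, adjusted p ran from 0.339 to 1. The median of the SG targets was -0.20 with the length correction, -0.18 with the replicate block and length correction, and -0.013 with the GC correction. These 3 values are those of Dync1h1, the middle gene. Igf2r gave -0.060 with the length correction and -0.054 with the block added, and Qk gave -0.016 and -0.030. Lyz2 gave 0.11 with the length correction with and without the block. Axl gave -0.0098 with DESeq2 size factors, -0.0099 in the DESeq2 Wald test, -0.12 with the length correction, -0.051 with the GC correction, and -0.029 with the block and length correction.

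The endocytosis median was -0.037 with the length correction, -0.030 with the block and length correction, and -0.012 with the GC correction, and the efferocytosis median was -0.14, -0.14 and -0.023. All camera p for these lists stayed above 0.3. The ECM receptor list was higher in KO under every alternative run. The length correction also gave -0.029 for the SG protein list (-0.037 with the block), -0.13 for the endothelial list (-0.13 with the block) and -0.00040 for the sex list. The endothelial list gave -0.0064 with the GC correction, -0.069 with the block and GC correction, and -0.00024 with no filter.

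Across the 4 fits that each left out one replicate, values ran from -1.02 to -0.19 for G3bp1, from -0.41 to 0.34 for Lrp1, from -0.058 to 0.33 for the SG targets, from -0.031 to 0.074 for endocytosis, from -0.048 to 0.18 for efferocytosis and from 0.51 to 0.99 for the ECM receptor list. They ran from -0.25 to 0.42 for Dync1h1, from -0.058 to 0.33 for Igf2r, from -0.14 to 0.48 for Qk, from -0.80 to 0.33 for Mertk, from -0.56 to 0.99 for Axl and from -2.50 to 1.86 for Timd4. Among the other lists, signs turned for SG proteins (-0.025 to 0.29), endothelial (-0.058 to 0.62), stress response (-0.35 to 0.072) and IL-10 or type 2 genes (-3.43 to 0.89).

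Of the 376 other values of 25 single genes under the alternatives, 94 changed: 77 gained an adjusted p under 0.05, whatever the fold change, in 14 genes, and 17 moved. Of the 227 such values of 15 other lists, 38 changed: 15 lost and 5 gained a p under 0.05, and 18 moved.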

Other observations

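The predictions for stromal RNA, other bone marrow cells and sex were written before the data were examined. The other tests were chosen after the pattern was seen, and those on the ECM receptor list without shared genes and on the replicate numbers after a length correction were written before their own result. For other bone marrow cells and for the share of macrophages, the median over several lists together replaced that of a single list (erythroid and B cell) after the values were seen, and both statistics were below 0. The quasi-likelihood test called 0 genes, with 823 at an unadjusted p under 0.05. That is lower than the value quoted from the study above. The edgeR exact test called 174 genes, and 167 without a filter, so the size of that gap rests on the choice of test. Called genes in what follows are those of the exact test with the filter, unless the replicate block is named.

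Genes typical of stromal cells were higher in both libraries labelled KO. Of 38 tested genes of the stromal list, 37 had a log2 fold change above 0, and both KO libraries lay above both WT libraries for 33. The median was 1.82, with 2.25 within number 1 and 1.60 within number 2 (camera p 1.45e-68; fry p 0.00798, adjusted over 19 lists 0.0723). The 4 members with the highest mean in KO, named after their values were seen, did not rise alike. Fstl1, the most abundant, had a log2 fold change of only 0.43 (SE 0.32, edgeR adjusted p 0.930), with 0.71 and 0.23 within the numbers. Sparc went from 27.1 ± 0.317 to 127 ± 7.31 CPM, Dcn from 41.2 ± 0.871 to 123 ± 5.56 CPM and Pdgfra from 17.1 ± 4.26 to 72.2 ± 1.93 CPM (SD, n = 2 each). The WT level of Fstl1 was already high, so a small share of stromal RNA would show less in it. The list holds 19 of the 144 genes called higher. RNA from stromal cells in the KO libraries is a candidate explanation for these genes, and the median of 1.82 goes with it. Sparc also lies close to G3bp1, at 55394500 on chromosome 11. It was not tested whether stromal RNA explains the called genes outside the list. Of the 38 genes, 28 had at least 1 CPM in WT, 5 are also in the ECM receptor list and 1 in the endocytosis list, and a change within macrophages in these genes stays open. A lower share of macrophages, with the other cells in unchanged proportion to one another, would raise the genes of all other cell types. The B cell, erythroid and mast cell lists together (16 genes with a mean of at least 1 CPM) had a median of -1.03, with -0.94 and -1.05 within the numbers. These values argue against that case only. If stromal cells took the place of macrophages, genes of the other cells could fall too, so that case stays open. Of 20 macrophage genes, 4 lay above 0 (median -0.18). Both KO libraries lay below both WT libraries for 8 of the 20 and above for 1. The neutrophil, B cell, T and NK cell, erythroid and dendritic lists together (26 genes) had a median of -0.84, with both KO libraries below both WT libraries for 17 genes and above for 2. The test as first written asked only whether these lists moved, and they did. They fell, which argues against other bone marrow cells as a source of the genes higher in KO, while fewer such cells stay open for the genes lower in KO.

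The ECM receptor list was higher in KO, and part of it is shared with the stromal list. Without the 5 shared genes, the other 37 had a median of 0.39 and a camera p of 8.70e-08, so the shared genes alone do not account for the set in camera, while fry gave 0.0566. Further matrix genes of the list may also come from stromal cells, which bulk counts cannot separate.

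The other lists gave these medians in KO against WT, each with its camera p and then its fry p. The neutrophil list changed by -0.71 (2.66e-08, 0.00437), B cell by -0.80 (3.06e-05, 0.0156), T and NK cell by -0.67 (0.0771, 0.0278), erythroid by -1.73 (1.31e-06, 0.0440), mast cell and basophil by -1.29 (1.29e-07, 0.0207), dendritic by -0.66 (0.00576, 0.319) and macrophage by -0.18 (0.0698, 0.0577). Interferon changed by -1.21 (3.60e-18, 0.204), IL-10 or type 2 by -1.34 (7.71e-05, 0.295) and stress response by -0.051 (0.321, 0.755). The endothelial list had 0.06 (0.318, 0.358), SG proteins 0.14 (0.297, 0.487), SG targets 0.06 (0.939, 0.760) and sex 0.24 (0.172, 0.0687). After adjustment over the 19 lists, 0 of all lists had a fry value under 0.05. Camera with an estimated correlation gave a p of 0.0551 for B cell, 0.0525 for erythroid and 0.0511 for mast cell and basophil. It gave 0.0289 for neutrophil, 0.125 for interferon, 0.157 for IL-10 or type 2 and 0.352 for dendritic. The exact test called 5 of 33 interferon genes, all lower, where 0.462 were expected (Fisher's exact test, two-sided, adjusted over 19 lists 0.000558). It called 2 of 8 neutrophil genes, both lower (adjusted 0.0196). The blood cell lists rest on few tested genes, from 2 for T and NK cells to 9 for dendritic cells. The IL-10 or type 2 list is mixed, and Il10 was not tested. Its lower genes, named after their values were seen, were Il6, Tnf, Il1b, Nos2, Arg1, Retnla, Chil3 and Ccl22. Tgfb1 and Il4ra lay above 0. Its median is therefore not a measure of IL-10 or type 2 expression alone.

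Several of these medians moved when a single library was left out. Such a fit also leaves the replicate numbers unbalanced between the genotypes, so it cannot separate the library from its number. The interferon median was -0.81 within number 1 and -1.59 within number 2, and -1.09 with the replicate block, but -0.10 without WT replicate 2. The IL-10 or type 2 median was -0.36 and -1.24 within the numbers, 0.89 without WT replicate 2, -0.65 without KO replicate 1 and -3.43 without KO replicate 2. Without KO replicate 2 the median was -1.69 for neutrophil, -2.66 for erythroid and -0.30 for macrophage genes. The neutrophil median was also -1.15 without KO replicate 1, -0.92 without WT replicate 1 and -0.84 without WT replicate 2. Its move was thus not tied to KO replicate 2 alone. The dendritic median was -1.16 without WT replicate 1, -0.99 without KO replicate 2 and -0.36 without WT replicate 2. The endothelial median was 0.37 within number 1 and -0.27 within number 2. It was -0.058 without WT replicate 1, 0.62 without WT replicate 2, 0.16 without KO replicate 1 and 0.37 without KO replicate 2. For SG proteins it was -0.025 without WT replicate 1 and 0.29 without WT replicate 2, and for sex 0.41 without WT replicate 2. The stress response median was 0.072 without WT replicate 2, 0.037 without KO replicate 1, -0.27 without WT replicate 1 and -0.35 without KO replicate 2. Within the neutrophil list the related genes S100a9 and S100a8, named after their values were seen, moved unequally. S100a9 had 91 and 82 counts in WT and 2 and 1 in KO, at least 33.4-fold lower, while S100a8 went from 14.8 ± 0.495 to 8.88 ± 2.46 CPM (SD, n = 2 each). No explanation was tested for these values.

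The proliferation list was higher in KO, with a median of 1.01, both KO libraries above both WT libraries for 20 of 24 genes, and medians of 1.13 and 1.11 within the numbers (camera p 6.38e-18; fry p 0.0114, adjusted 0.0723). Division of macrophages and of stromal cells cannot be told apart here, because a bulk library sums both.

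Genes near G3bp1 were called more often than elsewhere. Within 5 Mb on either side of its start, without G3bp1 and the stromal list (and so without Sparc), 7 of 99 tested genes were called, against 155 of 12379 over the genome (7.07% against 1.25%; Fisher's exact test, two-sided, p 0.000239). Of the windows of the same width around each of 12380 tested genes, 169 (1.37%) held as many called genes, 68 of them on chromosome 11. The window around Lyz2 held 0 of 37. The called genes went both ways, with 2 higher and 5 lower in KO. Slc22a4 (53983123 to 54028090) went from 133 ± 35.4 to 26.5 ± 1.99 CPM, and Pdlim4 (54054928 to 54069014) from 2.15 ± 0.0710 to 23.2 ± 5.52 CPM (SD, n = 2 each), both named after their values were seen. A stretch of chromosome 11 from another mouse strain that travelled with the targeted allele may explain such a cluster. It would need the WT mice not to carry the same stretch. Per the study's text, the controls had the same floxed gene. That argues against this explanation if the libraries labelled WT came from those controls. The labels say only WT, and the counts hold no sequence to show the stretch. An effect of the deletion on nearby genes stays open. Pkp2, the gene with the smallest p, lies on chromosome 16, away from both loci.

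The counts of G3bp1 were kept in the libraries labelled KO, at 67.3% of WT within number 1 and 64.6% within number 2. A swap of labels would put a library with few counts in the other group. The lowest of the 4 libraries still had 38.9% of the highest, so no relabelling gives a library without G3bp1 counts. A deleted exon that leaves most of the transcript in place goes with the KO mean of 65.6% of WT. It cannot be told apart from incomplete deletion by these counts, since they are per gene. The study reported efficient loss of G3BP1 in macrophages of the KO mice. It measured G3bp1 mRNA by PCR, and the protein, in bone marrow-derived macrophages. A PCR on part of the transcript and counts over the whole gene are unlike measures, so they cannot be compared directly. Other cell types without the recombinase, at a like level of G3bp1, would have to supply most of the KO RNA. Macrophage genes would then fall strongly, but their list had a median of -0.18 (interquartile range -0.37 to -0.10, 20 genes). This argues against such RNA as the main source of the kept counts, while a smaller part stays open.

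The split of the libraries by replicate number was larger than that by genotype. The total counts of the WT libraries differed by 0.454%, although they were farther apart on the first component than the KO libraries, which argues against library size. After the trend with gene length was removed from each library, same-numbered deviations still correlated at 0.741 across genes, against 0.710 before, which argues against length bias as the source. Genes are not independent replicates in this correlation. The day, animals or handling behind the numbers stay open as untested.

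The log2 ratio of KO to WT rose with gene length within number 1 (Spearman's rho across genes 0.427; median -0.34 in the shortest and 0.35 in the longest of 4 equal groups of genes) and less within number 2 (0.125; medians -0.062 and 0.030). GC content showed rho of 0.020 and 0.045. A trend of this kind may explain why Lrp1 was higher in KO replicate 1: its ratio stood at the 33.2 percentile of the 500 genes nearest in length. Within number 2, where Lrp1 was lower in KO, it stood at the 9.4 percentile, near the lower end of those genes, which the trend does not explain. The trend accounts for part at most of the genes called with the replicate block: 353 of the 664 were also called after the length correction, and 368 were called in all. The GC correction with the block also lowered the calls, to 470, although GC content showed almost no trend. The loss of calls can therefore not be put down to length alone.

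All libraries came from animals with Y-linked expression. The summed counts of 4 Y-linked genes ran from 2183 to 3894 per library, and Xist had at most 2 counts, so a difference in sex between the genotypes is not a source of the changes.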
